A study of Mus musculus with 4 samples.

How the data were processed

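Sperm RNA of C57BL/6J mice was measured on 4 single-colour (Cy3) Agilent microarrays of a custom design with probes for long noncoding RNA, 1 array for each of 4 groups. F0-HFD and F0-NC were founder males fed a high-fat diet or normal chow, and F1-HFD and F1-NC were their male offspring. Per the labels, sperm came from the epididymis of 6 mice per group and was capacitated for 30 min, and 3 independent experiments with different donors were made per group. The labels do not state whether the RNA on an array was a pool, nor the diet of the offspring. Total RNA was extracted with a column kit and amplified and labelled with a whole-transcript low-input kit, per the labels' protocols. Each array was assigned to its group by its title and description. For the F1-NC array these disagree with its source name, which gives the F0-NC group, and the title and description were followed.

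The scanner files hold spot intensities on a linear scale, which the authors obtained with Agilent Feature Extraction 10.7.1.1, per the file headers. The processed intensity used here is the background-corrected signal of the deposited files, and the mean intensity and the local background intensity of each spot were used for an alternative. The deposited detection, saturation and outlier columns hold yes-or-no flags per spot (unit: other), set by the same software per the file headers. The series also has a table of the authors' processed values on a log2 scale. Set against the scanner values, each of its columns correlated best with its own array (Pearson r at least 0.9996, against at most 0.971 for any other array), and the sorted values of its columns differed by at most 0.0013 on the log2 scale. These deposited log2 values are therefore treated as quantile-normalized processed signals, with no centring by probe. The column medians were 4.70 on all 4 arrays.

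Each array held 176026 spots of 90752 probes, 85274 probes with 2 spots and 5478 with 1 spot. Control spots and spots flagged as outliers (between 1 and 27 per array) were left out, and no spot was saturated. The log2 processed signals of the spots of a probe were averaged, and the 75th percentile of each array was subtracted. A probe was taken as detected on an array when each of its spots was well above background by the deposited flag. Differences between arrays were taken as log2 differences over the probes detected on both, and a probe was counted when the difference reached 2-fold (1 on the log2 scale). With 1 array per group there are no replicates, so no test was made and no p-value is given. The SD between duplicate spots covers the error within an array only, and the number of arrays limits the precision of every comparison.

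Sharing between the F0 and F1 diet differences was counted over the probes detected on all 4 arrays and set against 10000 random pairings of probes within 20 bins of mean expression. Correlations run across probes, which are not independent replicates. For a probe detected on only 1 array of a comparison, the fold is a lower bound. It sets the bright array's value against the higher of the dim array's own value and the lowest signal among its detected probes. Probes that share a run of 30 bases on the same strand, directly or through other probes, were treated as a family. E1A control probes were taken as spike-ins from their names and control flags, and the labels describe neither these probes nor the step at which their target was added. Of 10 E1A probes, the 8 with every spot well above background on all 4 arrays were used, and 2 were left out by this rule.

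The steps were run in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and in R 4.3.3 with limma 3.58.1 for quantile normalization, cyclic loess and normexp. The counting was tested on simulated data in which 200 probes were changed 4-fold and the noise was that of duplicate spots. All 200 were recovered in each comparison, with 71 false calls among 41944 probes for the F0 diet difference, 65 among 42341 for the F1 paternal diet difference, 87 among 44682 for the generation difference under normal chow and 78 among 42458 for that in the high-fat lineage. These simulations carry no variation between animals, and between arrays only a shift common to all probes. The 4-fold changes far exceeded the noise, so full recovery says little. With only 200 probes changed, evenly in both directions, they do not test the scaling where as many probes differ as in the data.

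The groups, the comparisons, the threshold and most alternatives were fixed before the data were examined. The alternatives fixed in this way were quantile normalization, the array median, the 75th percentile over probes detected on all arrays, cyclic loess, normexp with an offset of 50 followed by quantile or 75th percentile normalization, the authors' log2 values, 3 filters on dim probes, thresholds of 1.5-fold and 4-fold, and another detection flag. The alternatives chosen after seeing the data were scaling on the E1A probes, subtraction of the median of each GC class, families in place of probes, detection on any spot, and leaving out probes whose duplicate spots differed by an SD over 0.5.

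The files name every non-control probe by a design number and give its 60-base sequence, and they do not pair these IDs with genes. Which probes stand for lncRNA and which for mRNA was therefore not known here. The gene table used for reference (assembly GRCm38.p6) could not be matched to them, with 0 of the 90752 IDs matched. The planned analyses by gene, by transcript class and by 11 fixed gene lists (sperm, epididymal epithelium, leukocyte, erythrocyte, stroma, adipocyte, metabolic regulators, known lncRNAs, housekeeping, ribosomal protein and mitochondrial genes) were therefore not run, and genome positions were not analysed here. The rule for named genes asked, among other parts, for genes at least 2-fold apart the same way in both diet comparisons, ranked by the smaller of both sizes. That part was applied to probe IDs, 2 per direction, which is fewer than the rule asked for. Using this part alone, with fewer per direction and IDs in place of genes, was decided after the data were examined.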

Results

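Sperm RNA was profiled in founder mice fed a high-fat diet or normal chow (F0-HFD and F0-NC) and in the male offspring of each (F1-HFD and F1-NC), with 1 lncRNA array per group. The 4 arrays lay on 1 slide and came from 1 scan, so neither slide nor scan separated the groups. On the slide, F0-NC was at position 1, F0-HFD at 2, F1-HFD at 3 and F1-NC at 4. There were no replicate arrays, and each difference given here is a difference between 2 arrays that no replicate check bears on. The series title asks whether lncRNA of sperm could carry the effect of a paternal high-fat diet to offspring, and the comparisons follow from that question.

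Of the 90752 probes, 44782 (49.3%) were well above background on the F0-HFD array, 49966 (55.1%) on F0-NC, 46608 (51.4%) on F1-HFD and 47358 (52.2%) on F1-NC. A set of 38934 probes (42.9%) was detected on all 4 arrays, and 34823 (38.4%) on none. The median SD between duplicate spots was 0.090 on the log2 scale on F0-HFD, 0.089 on F1-HFD, 0.082 on F0-NC and 0.080 on F1-NC. Before scaling, the 75th percentile of the processed signal was lower on the high-fat arrays, at 111 on F0-HFD and 119 on F1-HFD, than on the chow arrays, at 173 on F0-NC and 167 on F1-NC. The 50 brightest probes took 18.5% of the summed signal on F0-HFD and 18.0% on F1-HFD, against 11.5% on F0-NC and 12.3% on F1-NC.

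The 8 E1A control probes with every spot well above background on all arrays did not follow this split by diet as a set. Their median unscaled log2 difference was 0.00075 between F0-HFD and F0-NC and 0.033 between F1-HFD and F1-NC, with single probes between -0.31 and 0.05 in F0 and between -0.06 and 0.09 in F1, while the 75th percentile differed by -0.65 and -0.49. Of the 2 E1A probes left out as too dim, E1A_r60_3 differed by 0.086 in F0 and 0.17 in F1, and E1A_r60_a104 by 0.48 and 0.54, the latter with at most 20% of its spots well above background on any array. Another control, GE_BrightCorner, differed by -0.69 in F0 and 0.089 in F1. Relative to the median log2 signal of the E1A probes on the same array, the 75th percentile was lower on the high-fat array in both generations, with a log2 difference of -0.64 in F0 and -0.52 in F1. Scaling on the 75th percentile sets this difference to 0. Under E1A scaling the median log2 difference of the tested probes moved from 0.14 to -0.51 in F0 and from -0.09 to -0.61 in F1, so the directions below are relative to the 75th percentile of each array.

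**Figure D1:**
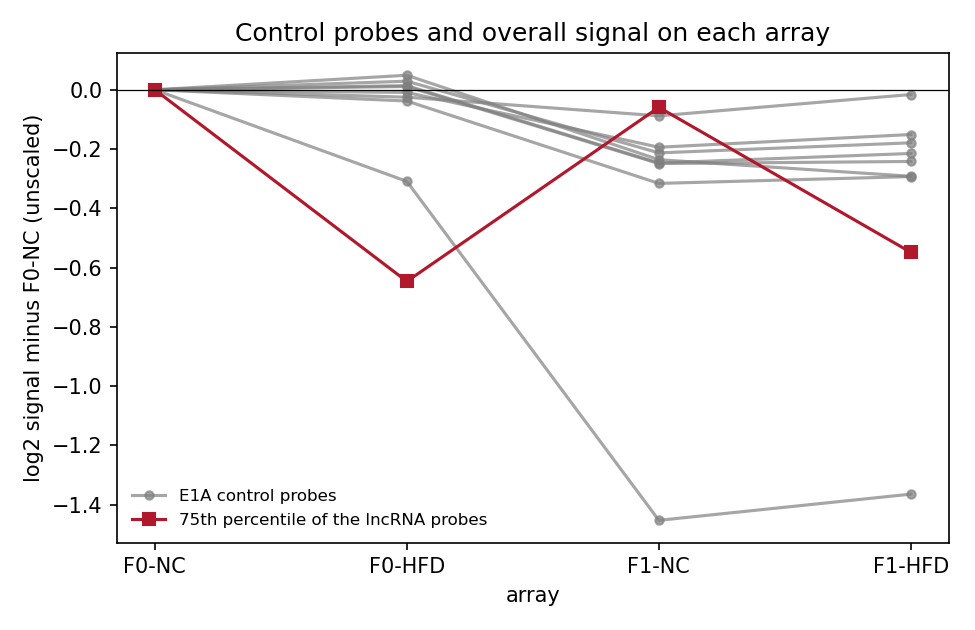
Unscaled log2 signal minus that of the F0-NC array for the 8 E1A control probes (grey circles, 1 line per probe) and for the 75th percentile of the non-control probes (red squares) on each of the 4 arrays. The legend calls the latter lncRNA probes, but their class was not given. The 75th percentile differed by -0.65 between the F0 arrays while the E1A probes differed by a median of 0.00075, and the E1A median was -0.24 on F1-NC against F0-NC.

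Over the 38934 probes detected on all arrays, the arrays of one diet lineage resembled each other most. The Pearson correlation across probes was 0.965 between F0-HFD and F1-HFD, with an SD of the log2 differences of 0.65, and 0.927 between F0-NC and F1-NC, with an SD of 0.94. Across diets it was 0.893 within F0 (SD 1.14) and 0.898 within F1 (SD 1.09). The pairs that differed in both diet and generation were lowest, at 0.855 for F0-HFD and F1-NC and 0.866 for F1-HFD and F0-NC. Of the summed squared deviations from each probe's mean, 63.3% followed diet lineage, 30.1% followed generation and 6.55% the interaction of both.

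The first comparison asked how the sperm RNA of high-fat fed founders differed from that of chow fed founders. Of 41944 probes detected on both arrays, 15376 (36.7%) were at least 2-fold apart, 7321 higher and 8055 lower in F0-HFD. The median log2 difference was 0.14 and the SD across probes 1.19, against a median SD between duplicate spots of at most 0.090. The count moved most, as a ratio, with the threshold itself, to 4500 probes at 4-fold, and rose most without a filter on dim probes, to 29443. The balance of directions depended on the threshold and the scaling. The share of higher probes among those counted was 47.6% under the main scaling, 68.3% at 4-fold, with 3075 higher and 1425 lower, and 21.0% under E1A scaling, with 4123 higher and 15506 lower.

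The second comparison asked whether sons of high-fat fed fathers differed from sons of chow fed fathers. Of 42341 probes, 13672 (32.3%) were at least 2-fold apart, 5619 higher and 8053 lower in F1-HFD, with a median log2 difference of -0.09 and an SD of 1.08. Higher probes made up 41.1% of these. This share was 18.2% under E1A scaling (3806 higher and 17116 lower), and the majority changed sides to 88.2% at 4-fold (2613 higher and 350 lower), to 55.6% under normexp with quantile normalization (4008 higher and 3197 lower) and to 57.1% after subtraction of GC class medians (7117 higher and 5352 lower). Both diet differences rose with the GC content of the probe, with a Spearman correlation across probes of 0.157 in F0 and 0.208 in F1. The median log2 difference was -0.33 in F0 and -0.68 in F1 for probes with at most 22 G or C bases, and 0.44 and 0.35 for probes with at least 30.

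**Figure D2:**
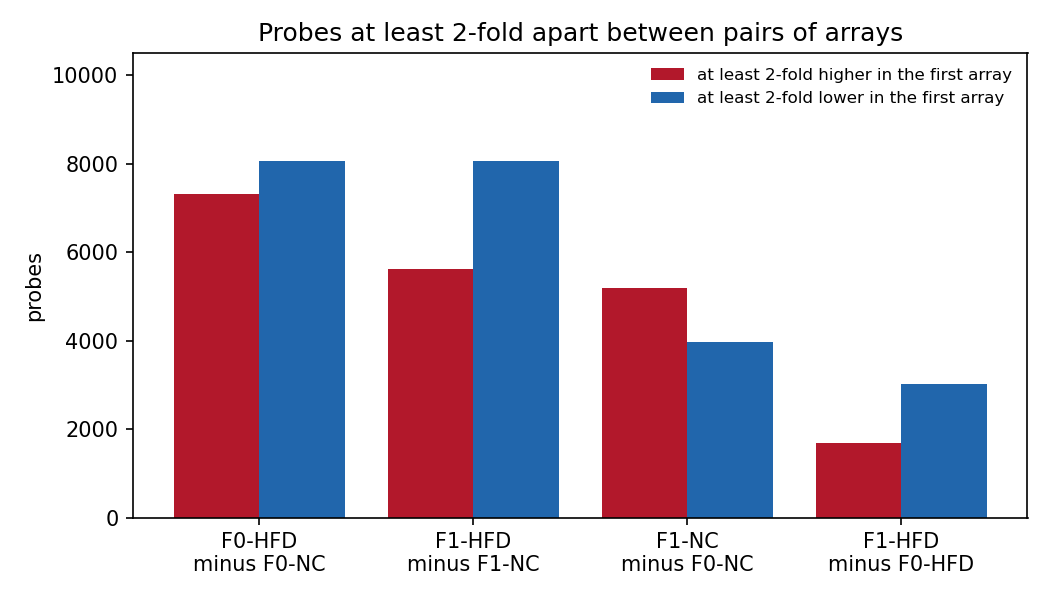
Number of probes at least 2-fold higher (red) or lower (blue) on the first than on the second array of each pair, after scaling to the 75th percentile, with 1 array per group. The pairs across diets had 15376 and 13672 such probes, and the pairs across generations 9164 and 4717, and the split between red and blue depends on the scaling and the threshold, with 21.0% higher for the F0 diet pair under E1A scaling.

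The third comparison asked whether the same probes differed by diet in fathers and sons. These diet differences have no array in common. Across the 38934 probes detected on all arrays, the F0 and F1 log2 differences correlated with a Pearson r of 0.813 and a Spearman rho of 0.817, and 86.3% of probes had the same sign in both. A total of 8186 probes were at least 2-fold apart the same way, 4269 higher and 3917 lower on the high-fat arrays. The 10000 random pairings gave a mean of 2312, with a range of 2152 to 2459. Only 83 probes were at least 2-fold apart in opposite directions, against 2215 from pairing at random. Of the probes at least 2-fold higher in F0-HFD, 68.6% were also at least 2-fold higher in F1-HFD, and of those lower in F0-HFD, 53.6% were also lower in F1-HFD. The correlation moved most without a filter on dim probes, to 0.679. Under E1A scaling 14872 probes were shared, 2735 higher and 12137 lower, and under normexp with quantile normalization 4634, with 3224 higher and 1410 lower.

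**Figure D3:**
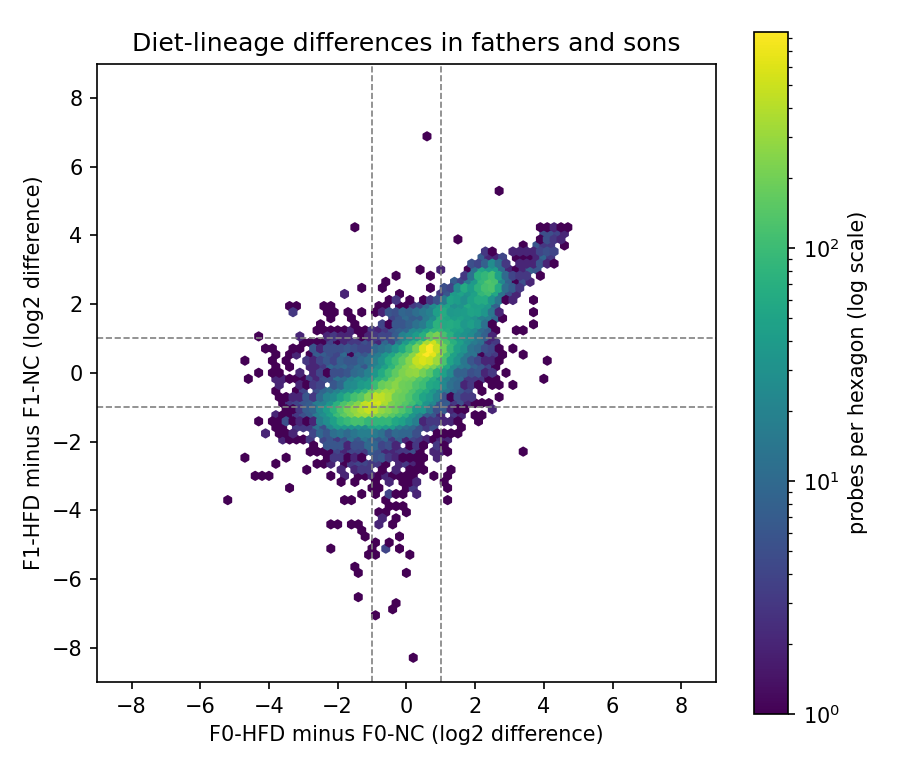
Log2 difference F1-HFD minus F1-NC (vertical axis) against F0-HFD minus F0-NC (horizontal axis) for the 38934 probes detected on all 4 arrays, with colour giving the number of probes per hexagon on a log scale and dashed lines at 1 and -1. The points lie along a rising band (Pearson r 0.813), with 8186 probes beyond the lines the same way and 83 in opposite directions.

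At a 4-fold threshold the shared probes were 1978 higher and 43 lower on the high-fat arrays, a share of 97.9% higher. Under E1A scaling they were 288 higher and 430 lower, a share of 40.1%.

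Among the shared probes, the 2 per direction with the largest value of the smaller difference are given with the SD of their 2 spots per array. MOUSELNCRNA_86270 (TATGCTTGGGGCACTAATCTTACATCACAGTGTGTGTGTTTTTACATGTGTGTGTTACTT) had scaled log2 values of 4.79 ± 0.05 on F0-HFD and 0.13 ± 0.05 on F0-NC, a difference of 4.66, and of 5.70 ± 0.06 on F1-HFD and 1.45 ± 0.06 on F1-NC, a difference of 4.25. MOUSELNCRNA_56322 (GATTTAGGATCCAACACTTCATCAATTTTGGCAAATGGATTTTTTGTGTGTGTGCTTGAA) differed by 4.30 in F0, from -0.57 ± 0.13 on F0-NC to 3.73 ± 0.05 on F0-HFD, and by 4.25 in F1, from 0.63 ± 0.10 to 4.88 ± 0.0036. MOUSELNCRNA_80582 (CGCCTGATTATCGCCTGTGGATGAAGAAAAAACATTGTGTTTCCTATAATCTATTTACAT) was lower on the high-fat arrays, with a difference of -5.28 in F0 (-1.23 ± 0.02 on F0-HFD and 4.04 ± 0.05 on F0-NC) and of -3.67 in F1 (-2.15 ± 0.02 on F1-HFD and 1.52 ± 0.02 on F1-NC). MOUSELNCRNA_90057 (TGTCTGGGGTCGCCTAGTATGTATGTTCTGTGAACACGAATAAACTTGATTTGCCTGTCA) differed by -3.40 in F0 (2.83 ± 0.13 on F0-HFD and 6.24 ± 0.08 on F0-NC) and by -3.24 in F1 (0.16 ± 0.01 on F1-HFD and 3.40 ± 0.15 on F1-NC). MOUSELNCRNA_86270 and MOUSELNCRNA_56322 both hold a run of alternating G and T bases. No other probe shared a run of 30 bases with any of the 4 named probes, which does not show whether other RNA of the sample bound them. Their differences exceeded the spot SD many times over and kept their sign under each of the 9 alternatives that could change them, E1A scaling included, the smallest in size being 3.56, 4.02, -4.33 and -3.31 in F0 for MOUSELNCRNA_56322, MOUSELNCRNA_86270, MOUSELNCRNA_80582 and MOUSELNCRNA_90057. In F1 the smallest sizes in the same order were 3.73, 3.73, -2.29 and -2.85.

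The generations were compared within each lineage, to set the diet differences beside differences between arrays of one lineage. The diet of the offspring was not stated, so a difference in diet between founders and sons is not ruled out. Under normal chow, 9164 of 44682 probes (20.5%) were at least 2-fold apart, 5193 higher and 3971 lower in F1-NC than in F0-NC. In the high-fat lineage, 4717 of 42458 probes (11.1%) were, 1695 higher and 3022 lower in F1-HFD than in F0-HFD. The split of directions moved with the scaling, the subtraction of GC class medians and the threshold. Higher probes made up 56.7% under chow, but 40.3% with cyclic loess (3551 higher and 5270 lower), 70.2% with E1A scaling (7341 higher and 3115 lower) and 42.2% at 4-fold (895 higher and 1226 lower). In the high-fat lineage they made up 35.9%, but 24.3% with cyclic loess (1175 higher and 3654 lower), 25.8% with normexp and quantile normalization (597 higher and 1720 lower), 70.6% with E1A scaling (4461 higher and 1858 lower), 49.3% at 1.5-fold (5657 higher and 5825 lower) and 11.4% at 4-fold (76 higher and 589 lower). After subtraction of GC class medians the share was 48.8% under chow (4318 higher and 4539 lower). In the high-fat lineage it was then 27.4% (1303 higher and 3447 lower). The 2 generation differences correlated across probes with a Pearson r of 0.687 and a Spearman rho of 0.625, with 2721 probes at least 2-fold apart the same way in both and 36 in opposite directions. The E1A probes also differed by generation, with a median log2 difference of -0.24 in both lineages and a range of -1.45 to -0.088 under chow and of -1.06 to 0.0090 in the high-fat lineage.

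Some probes were well above background on only 1 array of a diet comparison. In F0 these were 2838 probes on F0-HFD alone and 8022 on F0-NC alone, of which 2052 and 2258 were at least 2-fold apart by the lower bound. In F1 they were 4267 probes on F1-HFD alone and 5017 on F1-NC alone, of which 1864 and 1614 were at least 2-fold apart. The largest bounds were at least 158-fold for F0-HFD, 144-fold for F0-NC and 520-fold for F1-NC. On F1-HFD the largest bound was 175-fold, from a probe whose 2 spots differed with an SD of 9.02 on the log2 scale, and the next was 14.6-fold with a spot SD of 0.064.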

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

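The tests on the control probes in this part were chosen only after the results were seen, and those on the probes with opposite differences were set beforehand.

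A group of 83 probes was at least 2-fold apart by diet in one direction in F0 and in the other in F1, 41 higher in F0-HFD and lower in F1-HFD and 42 the reverse. They stood out because the effect of diet lineage has opposite signs in the 2 generations, a difference that was not tested, since each group has 1 array. Pairing at random gave 2215, so such probes were rare here. Disagreement between duplicate spots is argued against as the general cause by their median spot SD of 0.076 on the log2 scale. Repeated sequence counted many times is argued against as well, because the 83 probes fell into 81 families. What stays open is variation between arrays or donors, which 1 array per group cannot show, and a true difference between fed founders and their sons, which was not tested.

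The DCP control probes gave signal that the comparisons did not use. Of 18 such probes, 15 were well above background on every spot of all 4 arrays, with log2 signals of up to 18.55. The E1A spike-in transcripts are a candidate source for the 3 of them whose name ends in 0. The largest log2 gap between these and the E1A probe of the same number was 0.073. A shared target could give so small a gap, but a match in level between different probes does not identify the target. The other 12 lay between 0.080 and 5.27 below the E1A probe of their number. On every array the signal fell as the last number of the name rose, from 13.39 on DCP_22_0 to 8.06 on DCP_22_7 on F0-HFD. The E1A transcripts thus stay a candidate for these 12 as well. What they bind was not described, and their source stays open. Their signal was lower on the F1 than on the F0 array in 22 of 24 comparisons, the direction of the E1A probes, which does not explain their levels. No biological explanation was tested for these probes.

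The ERCC and ETG control probes gave signal as well. Of 25 probes, 4 were well above background on every spot of all 4 arrays, and the log2 signals of the 4 ranged from 5.30 to 9.95, where the mean over the spots of an array was at most 2.34 for the negative control probe and 2.46 for the DarkCorner control. The E1A transcripts are argued against, as the signal was higher on the F1 than on the F0 array in 8 of 8 comparisons. The E1A probes went the other way in 8 of 8 probes under chow and 7 of 8 in the high-fat lineage. Direction alone does not exclude them, since the E1A probes did not all move alike, at -1.06 to 0.0090 in the high-fat lineage. Cross-hybridization of sample RNA may contribute and stays open, as does another control RNA added to the samples. The median unscaled log2 difference between high-fat and chow arrays was 0.11 and does not decide between these. No biological explanation was tested.

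The GE_BrightCorner control, with 14 spots per array, was well above background on every spot, with log2 signals of 13.38 on F0-NC, 12.70 on F0-HFD, 12.78 on F1-HFD and 12.69 on F1-NC. Its source was not described in the labels. The E1A transcripts are argued against, since it differed by -0.69 between F0-HFD and F0-NC, outside the range of the 8 E1A probes (-0.31 to 0.05) and beyond its own spot SD of at most 0.096. The higher signal on F0-NC followed neither diet nor generation, and its cause was not tested.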

How the results depend on the processing

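Scaling on the E1A probes, GC class medians, families, detection on any spot and the removal of disagreeing spots were chosen only after the results were seen, and the other alternatives were planned.

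Of the alternative values for the counts, the correlation and the probes detected on only 1 array, 74 stayed within 1.5 times the main count or within 0.05 of the main correlation and 27 moved further. Another 5 could not move by construction and are left out of these counts, because the probes were those of the main setting or, for the correlation, because the scaling shifts all probes alike. Quantile normalization, the array median, the 75th percentile over detected probes, cyclic loess, the authors' log2 values, detection on all arrays, the filter on mean signal, GC class medians, families, detection on any spot and the removal of disagreeing spots moved none of the counts that far. The F0 diet count ranged from 9572 to 29443 over all alternatives with the 2-fold threshold, and the correlation from 0.679 to 0.818.

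Normexp with an offset of 50 lowered the counts. With quantile normalization it gave 9572 probes for the F0 diet difference, 7205 for F1, 5044 and 2317 for the generation differences under chow and in the high-fat lineage, and 4634 shared. With the 75th percentile it gave 8173 for F1, 5412 and 2170 for the generations and 5276 shared. The offset shrinks the differences of dim probes by construction.

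Without a filter on dim probes all 90752 probes entered and the counts were 29443 (F0), 26042 (F1), 19003 and 11778 (generations) and 15816 shared, with a correlation of 0.679. More probes were tested by construction, and each probe added was not well above background on at least 1 array of the pair. At 1.5-fold the counts were 27236, 26806, 17531, 11482 and 18668 in the same order, and at 4-fold 4500, 2963, 2121, 665 and 2021.

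Scaling on the E1A probes gave 20922 probes for the F1 diet difference and 14872 shared, because it keeps the overall difference in signal between the high-fat and chow arrays that the 75th percentile removes. The correlation does not change under a shift common to all probes, so E1A scaling, the array median and the percentile over detected probes say nothing about its stability.

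Among the values of the 4 named probes, 36 moved by less than the combined SD of the duplicate spots of both arrays and 36 by more, and none changed sign. Families were left out here, since each of these probes was a family of its own. Signal over background limits the rest: 34823 probes were well above background on no array, and nothing is said of any of them singly. Their levels did enter the counts and the correlation given without a filter on dim probes.

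No paired analysis was possible because each group has 1 array and the groups share only 1 replicate number. The slide as a block was not run because there was 1 slide and 1 scan, and leaving out replicates does not apply. A fit of diet lineage and generation without their interaction would leave 1 residual degree of freedom, and was not run because it would take the interaction as error. Also planned and not run, because the probe IDs are not paired with genes here, were genes in place of probes, the shares of lncRNA and mRNA probes with all their alternatives, and the medians of the gene lists with all their alternatives, the mean in place of the median included.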

Other observations

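Chosen only after the result was seen were the tests in this part on E1A probes, random pairings, the brightest probes, opposite strands and duplicate spots of probes bright on a single array, and also E1A scaling and GC class medians as alternatives. For GC content, cyclic loess, families of 1 probe and the 4-fold split the outcome to look for was set before the test was run.

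The diet differences of fathers and sons correlated across probes, with no array in common. Several technical explanations are argued against as the whole cause. The correlation was 0.808 after GC class medians were subtracted, 0.814 after cyclic loess removed signal-dependent differences, and 0.803 over 32024 probes with no relative among the other probes. A shift of whole arrays by hybridization or scanning could not give a correlation across probes, and it would move the E1A probes too. Their unscaled difference between high-fat and chow arrays had a median size of 0.033 on the log2 scale, against 0.91 for the non-control probes. These values argue against such a shift only. An effect of hybridization that differs between probes was not tested and stays open. The GE_BrightCorner control did differ by -0.69 in F0, but by 0.089 in F1. Unrelated differences in each generation gave at most 2459 shared probes in the random pairings, where 8186 were observed. Also open is a difference in the RNA itself that is not a transcript-by-transcript response. RNA of other cells, or of other quality, in the high-fat samples might give both the correlation and the lower overall signal relative to the E1A probes (75th percentile -0.64 in F0), and the gene lists that would bear on it were not run. The chow arrays lay at both ends of the slide and the high-fat arrays between them. A shift of whole arrays by position is argued against by the same E1A values, but an effect of position that differs between probes is not. An effect of paternal diet passed to sons remains among the open explanations, untested. For the lower overall signal itself, seen also in F1 with a log2 difference of -0.52, the labelling yield of the RNA stays open, because the labels do not say whether the E1A target passed through labelling.

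The generation differences correlated across lineages as well, and the E1A probes followed generation. Their median log2 difference between F1-NC and F0-NC was -0.24, lower in 8 of 8 probes, and 7 of 8 were lower in F1-HFD than in F0-HFD. With the 2 dim E1A probes included these were 10 of 10 and 8 of 10. A labelling batch that followed the generation could give such a difference. A different amount of spike-in, added as 1 mixture, would move the probes alike and leaves E1A_r60_a107 unexplained, at -1.45 under chow and -1.06 in the high-fat lineage. Batch, generation and the side of the slide cannot be told apart here, because both F0 arrays lay at positions 1 and 2 and both F1 arrays at 3 and 4. A true difference between founders and sons also stays open and was not tested.

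The array titled F1-NC has a source name of the F0-NC group. The median size of its E1A difference was 0.039 to F1-HFD and 0.241 to F0-NC on the log2 scale. This does not decide whether it is an array of the F0 batch under an F1 title, because F1-NC also lay beside F1-HFD on the slide, with both F0 arrays at positions 1 and 2, so batch and position cannot be told apart. The test also does not show from which mice the RNA came.

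The 40 brightest probes were higher on both high-fat arrays after scaling, with a median log2 difference of 0.63 in F0 and 0.61 in F1. Most of them varied little, with an interquartile range of 0.069 in F0 before scaling, but 5 of the 40 were counted as at least 2-fold apart in F0 and 4 in F1. Before scaling the median difference of the 40 was -0.014 in F0 and 0.12 in F1, while the next 360 probes had medians of -1.14 and -1.02. The excess of the 40 is thus relative to the 75th percentile and absent in F0 without scaling. A signal fixed at its ceiling is argued against for 14 of the 40. These lay at the level of the control probes E1A_r60_n11 and E1A_r60_n9 (log2 signals of 17.07 to 17.78). These controls still moved between generations by a median of -0.22, near the -0.24 of all 8 E1A probes. The brighter control, E1A_r60_n9, moved by -0.19 under chow and -0.14 in the high-fat lineage, and E1A_r60_n11 by -0.25 in both. A partly reduced response toward the upper end of this range is therefore not ruled out. The 14 had a median diet difference of -0.038 in F0 and 0.17 in F1 before scaling. The 26 brighter ones had a median of -0.012 in F0 and 0.10 in F1. For these a ceiling might hold the signal, as E1A_r60_1 at a similar level moved by only -0.088 under chow and 0.0090 in the high-fat lineage. RNA at a constant amount relative to the spike-ins would give as small a difference in F0 for those 26, so these explanations cannot be told apart. No spot was saturated by the scanner's flag. A biological explanation was not tested.

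Probes with complementary sequence on opposite strands had opposite diet differences, with a correlation of -0.535 over 1536 pairs in F0 and -0.397 in F1. Repeated sequence is a candidate explanation, since 1357 of the pairs involved a family of at least 5 probes. Over the 128 pairs of families that had no other opposite-strand partner, the correlation was 0.055 in F0 and 0.17 in F1. The negative relation was not seen in this subset. Families with several partners were left out of it, so it does not show what held for them. No biological explanation was tested for it.

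Shared differences of at least 4-fold were nearly all higher on the high-fat arrays, 97.9% of them. GC content is argued against, as the share was 97.8% after subtraction of GC class medians. The scaling between arrays stays open. Under E1A scaling the share was 40.1%, but that scaling lowers every difference, so a fall follows by construction and only shows that the split depends on where 0 is set. Under the other settings it ranged from 92.7% to 98.9%. Which scaling is right depends on whether the samples held equal amounts of RNA per spike-in, which was not tested.

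Some probes were at least 8-fold brighter on a single array than on any other, with signals below the lowest well-above-background signal of an array raised to it, so that each fold is a lower bound. These were 50 probes on F0-HFD, 11 on F1-HFD, 189 on F0-NC and 80 on F1-NC. On F1-HFD a local spot artefact may explain them, since 10 of the 10 with 2 spots had a spot SD over 1 on the log2 scale. On the other 3 arrays this held for 0 of 296, which argues against disagreement between duplicate spots there. Among probes with agreeing spots the largest bound was at least 125-fold on F0-HFD, 144-fold on F0-NC and 186-fold on F1-NC. A single donor, RNA from outside the sperm, or a true difference of a group stay open for these and were not tested.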
